A study of Mus musculus with 10 samples. Its data were reported in "Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models" (2021).

How the data were processed

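Total RNA from both hippocampi of each mouse was labelled and hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse, for 5 Dp1Rhr mice and 5 control littermates, per the labels. The authors processed the scans with RMA, which corrects the background, quantile normalizes the arrays and summarises the probes of each probe set, and deposited log2 values. Which arrays were normalized together, and the version of RMA, are not given in the sources used here. The submitters' processing notes also name limma and the genome build mm10. Quantile normalization gives the arrays near-equal distributions, so a change of all genes at once could not be seen in these values. The precision is limited by the number of arrays. The labels call the samples biological replicates.

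The deposited table held 35556 probe sets. With the platform annotation given with the data, 21789 had exactly 1 gene symbol, 1621 had several and 12146 were not listed there. Only the first kind was named and tested. For 999 genes with more than 1 probe set, the brightest by mean over the 10 arrays was used, which left 19938 genes. Entrez identifiers matched 21698 of the named probe sets to RefSeq genes of GRCm38, which gave the coordinates.

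Dp1Rhr was compared with control in limma 3.58.1 under R 4.3.3, with lmFit and eBayes, a two-sided test and Benjamini-Hochberg adjustment over all genes, at an adjusted p of 0.05. The study used FCROS, which ranks fold changes over pairs of arrays and calls fixed tails of the resulting distribution. That rule calls a near-fixed share of genes whether or not anything changed: on simulated data for Dp1Rhr against control over 19938 genes with no change at all, it called 1097 genes and limma called 0. limma was therefore the main test, and FCROS, implemented anew with a trim of 0.25 and f-value limits of 0.025 and 0.975, was an alternative. In simulated data with planted changes limma recovered 46 of 67 genes planted at a log2 change of 0.25, 67 of 67 at 0.5 and 66 of 66 at 1, with 9 false calls. With a shift of 0.2 added to 1 list in the data without other changes, camera gave that list an adjusted p of 4.20e-61 and called 0 of 30 other lists. In the real arrays, other splits into equal groups gave a median of 9 lists past the threshold. The simulated 0 of 30 therefore does not give the rate of false calls on these arrays.

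Gene lists were fixed before the data were examined, as were the comparisons, the rule for named genes and the alternatives, except where the text says otherwise. They covered 5 copy number groups (the duplicated interval, proximal and distal chromosome 16, and the chromosome 10 and chromosome 17 genes homologous to human chromosome 21), pathways (immediate early genes, SNARE and fusion, nicotinic receptor subunits, long-term potentiation, interferon response, cytosolic and mitochondrial ribosomal proteins, oxidative phosphorylation, glutathione metabolism, circadian clock and glucocorticoid response), and markers of cell types and neighbouring regions (choroid plexus, meninges, ependyma, habenula, thalamus, striatum, neocortex, CA1, CA2 and CA3, dentate gyrus, interneurons, oligodendrocytes, astrocytes, microglia, endothelium and blood). Some were chosen because the study names the pathway. The 31 lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01, adjusted over the lists. The alternatives were a correlation estimated per list and fry, which tests whether the genes of a list move one way on balance without comparing them with other genes. List means per array were also compared with a two-sided exact permutation test over all 252 assignments of 5 of 10 arrays, whose smallest p is 0.00794. Members past the threshold were counted over all genes and adjusted over the list alone.

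Named genes were all members of the interval, the 15 higher and 15 lower genes outside it with the largest changes among those that passed, the genes the study names, the 4 members with the smallest p of every other list that passed, and fixed markers of choroid plexus and habenula. The list of genes the study names also held Nnt, which the study's text does not name. Other genes were named after their values were seen: Spag6l, Gtf2e1, Tdo2 and members of 3 lists added later.

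Alternatives were a replicate block, leaving out each array in turn, a second quantile normalization, centring on the array median, leaving out genes below the 40th percentile of mean signal, the mean of the probe sets of a gene, every probe set on its own, eBayes with trend and robust, array weights, and the choroid plexus score of each array as a covariate. The score was the mean over the list after each gene was z-scored. Settings added after the data were seen were a habenula score as covariate, leaving out control replicates 2 and 3 together, and FCROS over annotated and over all probe sets. The split of genes by signal in the control arrays was also added then. For other splits of the arrays, 100 of the 126 splits into equal groups were drawn with a fixed seed, the real one included. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.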

Results

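Gene expression was measured in the whole hippocampus of 10 male mice aged 16 weeks, 1 array per mouse. Of these, 5 carried Dp1Rhr, a tandem duplication of mouse chromosome 16 from Cbr1 to Fam3b that puts these genes at 3 copies, and 5 were control littermates with 2 copies. The controls came from a shared cross of the Dp5Yah and Dp1Rhr lines, used to model Down syndrome, and the other mice of that cross were not analysed here. Each array measured 35556 probe sets, and 19938 genes could be named and tested. The arrays had median log2 values from 6.77 to 6.83 and correlated with each other at 0.995 to 0.999. Xist was at 5.06 ± 0.03 (SD, n = 5) in control and 5.06 ± 0.06 (SD, n = 5) in Dp1Rhr, and the Y-linked gene Uty was at 8.96 in both, as labelled for males. The first principal component held 31.4% of the variance and separated the groups, with Dp1Rhr arrays at 2.68 or above and control arrays at 0.26 or below. Control replicates 2 and 3 were the lowest on it, at -15.24 and -10.45.

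The first comparison asked how far the extra copy raised the duplicated genes. Of the 31 genes measured in the interval, 14 rose in Dp1Rhr and 0 fell. Get1, which inserts tail-anchored proteins into the endoplasmic reticulum membrane, rose 1.42-fold (log2 fold change 0.50 ± 0.04 SE, n = 5 per group, limma adjusted p = 0.00115). Psmg1, a chaperone of proteasome assembly, rose 1.47-fold (0.56 ± 0.10 SE), Vps26c, a subunit of an endosomal sorting complex, rose 1.42-fold (0.51 ± 0.07 SE), and Hlcs, which attaches biotin to carboxylases, rose 1.37-fold (0.45 ± 0.05 SE). Dyrk1a, a dosage-sensitive kinase of brain development, rose 1.21-fold (0.27 ± 0.03 SE, adjusted p = 0.0110), and its 5 arrays lay above all 5 control arrays. The neuronal adhesion gene Dscam rose 1.25-fold (0.32 ± 0.05 SE).

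The other interval genes that rose were Cbr3, a carbonyl reductase, with a log2 fold change of 0.36, Dop1b with 0.35, the chromatin-associated Morc3 with 0.41, Pigp of the GPI anchor pathway with 0.33, the ubiquitin ligase Ttc3 with 0.28, the transcription factor Ets2 with 0.35, the bromodomain gene Brwd1 with 0.35 and the glycosyltransferase B3galt5 with 0.35. The remaining 17 genes did not pass. Among them, Kcnj6, an inwardly rectifying potassium channel, had a log2 fold change of 0.21 ± 0.05 SE (adjusted p = 0.0709), Pcp4, a calmodulin regulator, 0.13 ± 0.03 SE (adjusted p = 0.0843), and Hmgn1, a nucleosome-binding protein, 0.17 ± 0.05 SE (adjusted p = 0.114). Cbr1 stood at 0.04 ± 0.07 SE, and Sim2, Mx1 and Fam3b at -0.02, -0.02 and -0.03. Adjusted over the list alone, 21 of the 31 genes rose.

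By mean signal over all 10 arrays, the 14 genes that rose were among the 20 interval genes above the 40th percentile, and the median log2 fold change of these 20 was 0.34 (1.27-fold) against 0.04 for the 11 dimmer genes. By mean signal in the control arrays alone, 13 of the 14 were among 19 genes above the percentile (median 0.33, against 0.05 for the 12 below), and Cbr3, at 6.75 in control, lay below it. A ratio of 3 over 2 is 0.585 on the log2 scale, and the 95% confidence intervals of 3 of the 14 genes, Get1, Psmg1 and Vps26c, included it. Whether ratios of array signal equal ratios of transcripts was not tested, so the other intervals do not set the transcript dosage. Over all 31 genes the median was 0.21, and the list mean per array was 8.31 ± 0.01 (SD, n = 5) in Dp1Rhr against 8.10 ± 0.01 (SD, n = 5) in control (two-sided exact permutation p = 0.00794, the smallest that the 252 assignments allow). The list also passed camera with an estimated correlation (adjusted p = 0.000128). The count of 14 was lower without some single arrays: 7 without control replicate 2, 6 without control replicate 5, 4 without Dp1Rhr replicate 1, 5 without Dp1Rhr replicate 2 and 6 without Dp1Rhr replicate 4. Get1, Hlcs, Dop1b and Ttc3 passed whichever array was left out, and Dyrk1a lost its call without Dp1Rhr replicate 1 (adjusted p = 0.0538).

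**Figure D1:**
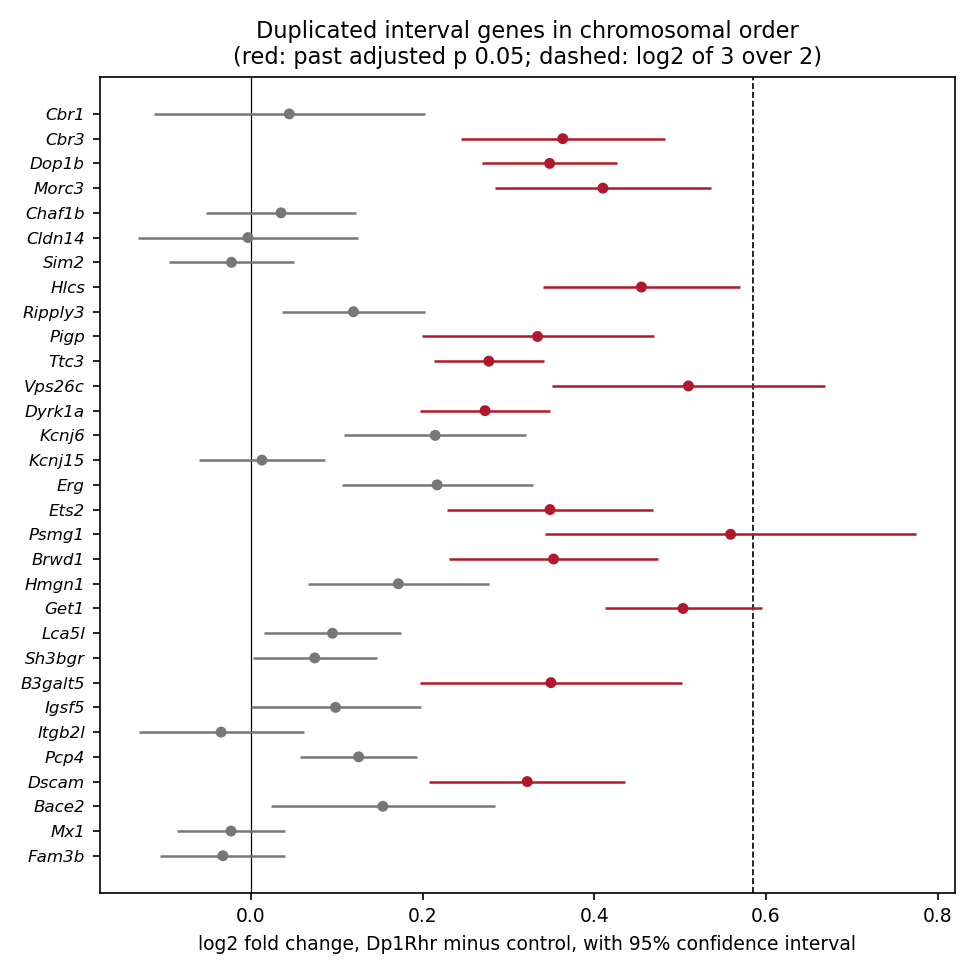
Log2 fold change (Dp1Rhr minus control, n = 5 per group) of the 31 interval genes in chromosomal order, with 95% confidence intervals. Red marks the 14 genes past adjusted p 0.05, and the dashed line at 0.585 marks a ratio of 3 over 2.

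The second comparison took genes of the same chromosome, and other genes homologous to human chromosome 21, as the 2-copy background. Of 62 such genes on chromosome 16 proximal to the duplication, 1 rose and 0 fell, and their median log2 fold change was 0.02 (exact permutation p = 0.0556, 0.0238 without control replicate 4 or without Dp1Rhr replicate 3, 0.25 without control replicates 2 and 3 together, where the median was 0.01, and 0.468 with the choroid plexus score of each array in the model, where it was 0.00). The gene that rose was Ifnar2, a subunit of the type I interferon receptor, at chromosome 16 positions 91372783 to 91405589 (GRCm38), with a log2 fold change of 0.26 ± 0.05 SE (adjusted p = 0.0376). Its neighbour in function Il10rb had 0.17 ± 0.05 SE and did not pass (adjusted p = 0.152). Clic6 and Kcne2 of this list are also choroid plexus markers, with log2 fold changes of 1.19 ± 0.54 SE and 0.59 ± 0.25 SE that did not pass. The count adjusted over the list alone was also 1 of 62. Ifnar2 lost its call in 7 of the 10 fits with 1 array left out (adjusted p up to 0.106).

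None of the 6 distal genes of chromosome 16 passed, with a median of -0.01 (exact permutation p = 0.286). On chromosome 10, 0 of 33 homologous genes passed, with a median of 0.02, and the list mean was 8.49 in Dp1Rhr against 8.47 in control (exact permutation p = 0.0317), under 0.05 although these genes have 2 copies. Adjusted over the list alone, 1 rose and 1 fell. On chromosome 17, 1 of 18 fell, Cbs, the cystathionine beta-synthase of sulphur amino acid metabolism, with a log2 fold change of -0.28 ± 0.05 SE (adjusted p = 0.0434), a call lost in 8 of the 10 fits with 1 array left out (adjusted p up to 0.131). Of these 18, 2 rose and 1 fell adjusted over the list alone, with a median of 0.00 (exact permutation p = 0.0556). None of these 4 lists passed camera, with adjusted p from 0.210 for the proximal genes to 0.640 for the distal ones. At 18 of 648 genes, chromosome 16 held the 14 interval genes, Ifnar2 and 3 others that passed: the axonemal gene Spag6l (0.31), the transcription factor subunit Gtf2e1 (0.27) and the peptide transporter Slc15a2 (-0.64).

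**Figure D2:**
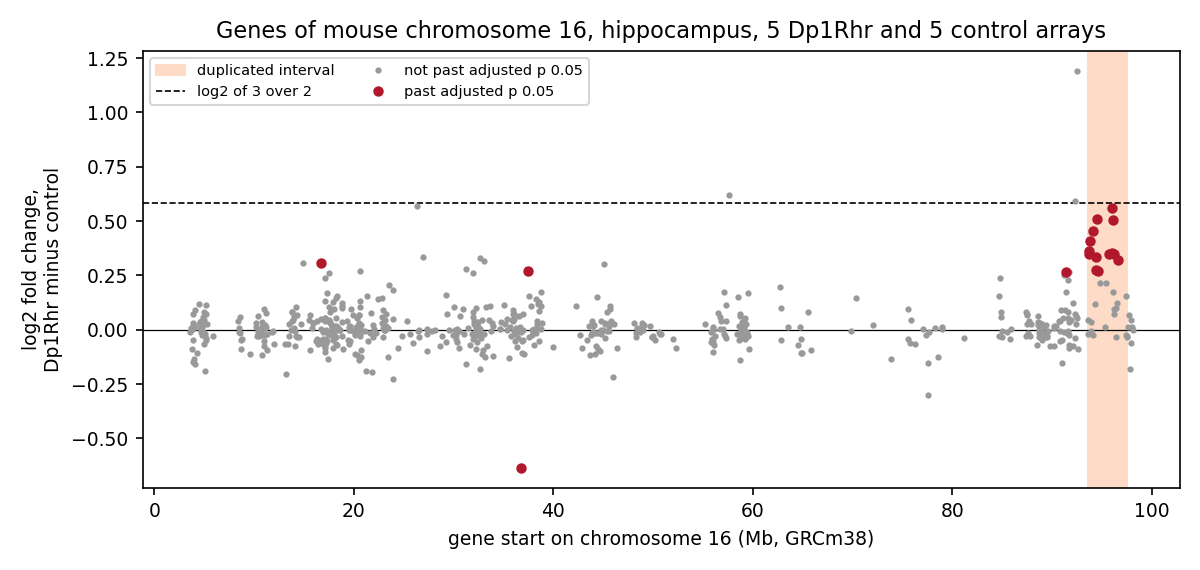
Log2 fold change (Dp1Rhr minus control, n = 5 per group) of the genes of chromosome 16 against gene start in Mb (GRCm38), with the duplicated interval shaded and the log2 of 3 over 2 dashed. Red points are the 18 genes past adjusted p 0.05, of which 14 lie in the interval.

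The third comparison covered all genes. In Dp1Rhr 125 genes rose and 35 fell, and outside the interval 111 rose and 35 fell. Etnppl, a phospholyase of phosphoethanolamine found in astrocytes, rose 1.70-fold (log2 fold change 0.76 ± 0.15 SE, adjusted p = 0.0448), Alas2, the first enzyme of haem synthesis in red cells, 1.59-fold (0.67 ± 0.11 SE, adjusted p = 0.0304), and Lyz2, the lysozyme of myeloid cells, 1.55-fold (0.63 ± 0.10 SE, adjusted p = 0.0291). Dusp1, an immediate early phosphatase that switches off MAP kinases, fell to 0.637-fold (-0.65 ± 0.12 SE, adjusted p = 0.0434), and Slc15a2 to 0.644-fold (-0.64 ± 0.09 SE, adjusted p = 0.0210). The arrays of both lower genes lay below all 5 controls.

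Other genes that rose included the matrix protein Prelp (0.60), Lgals3bp (0.60), Ucma (0.57), the linker histone H1f2 (0.56), the dehydrogenase Bdh2 (0.52), the glutamine transporter Slc38a3 (0.52), the epoxide hydrolase Ephx1 (0.52), the D-aspartate oxidase Ddo (0.52), the deaminase Rida (0.52), Cideb (0.48) and the cilia genes Cfap61 (0.51) and Wdr63 (0.49). Those that fell included the adhesion receptor Adgrg1 (-0.38), the growth factor receptor Fgfr3 (-0.37), the ectonucleotidase Entpd2 (-0.37), the ubiquitin ligase Neurl1b (-0.36), the transcription factor Junb (-0.32), the NMDA receptor subunit Grin2c (-0.32), Gm266 (-0.30), the semaphorin receptor Plxnb3 (-0.28), G2e3 (-0.26), Zfhx2 (-0.26), Csmd1 (-0.25) and the stress gene Sesn2 (-0.24). Of the 160 genes, 5 rose and 2 fell by over 1.5-fold. At an unadjusted p under 0.05, limma gave 2990 genes.

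The groups did not overlap for 701 genes (3.52%), where chance gives 0.794% on average. How far this share varies over other splits of the arrays was not tested. The count of 35 lower genes was 17 with the arrays centred on their medians (107 higher), 17, 1, 5, 16 and 1 without control replicates 1, 2, 3, 4 and 5, 0 without Dp1Rhr replicate 1, 2 or 4 and 67 without Dp1Rhr replicate 5. The count of 160 depended on single arrays: it was 19 without control replicate 2, 42 without control replicate 3, 12 without control replicate 5, 5 without Dp1Rhr replicate 1, 10 without Dp1Rhr replicate 2, 12 without Dp1Rhr replicate 4 and 284 without Dp1Rhr replicate 5. Without control replicates 2 and 3 together, the arrays lowest for choroid plexus, 5 genes passed, and 0 of them lay outside the interval. For 24 of the 146 genes outside it, these 2 controls were the lowest or the highest of the 10 arrays. Calls lost with 1 array left out were counted for the 49 genes that passed and were named by the fixed rule. Genes named after their values were seen were not included. Of the 49, 5 passed whichever array was left out (Get1, Hlcs, Dop1b, Ttc3 and Ddo) and 44 did not. Among the 44 were Etnppl (lost in 8 of 10 fits), Dusp1 (lost in 7) and Slc15a2 (lost in 5).

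The fourth comparison took gene groups by pathway. Immediate early genes, switched on by neuronal activity, were lower in Dp1Rhr, with 2 of 20 members falling, 0 rising and a median log2 fold change of -0.32 (camera adjusted p = 9.86e-10, adjusted p = 0.199 with an estimated correlation). Junb fell by 0.32 and Dusp1 by 0.65, while Dusp6 at -0.32 ± 0.07 SE (adjusted p = 0.0638) and Btg2 at -0.39 ± 0.10 SE (adjusted p = 0.0896) did not pass. The list mean was 8.64 ± 0.05 (SD, n = 5) in Dp1Rhr and 8.98 ± 0.25 (SD, n = 5) in control (exact permutation p = 0.00794), and control replicates 2 and 3, at 9.10 and 9.37, were the highest, while the other 3 controls, at 8.73 to 8.88, also lay above the 8.57 to 8.70 of Dp1Rhr. The same controls had the lowest choroid plexus means, 7.04 and 7.16, and without them the immediate early median was -0.17. The calls of Junb and Dusp1 were lost in 6 and 7 of the 10 fits with 1 array left out. Of the 20 members, 12 fell and 1 rose adjusted over the list alone, which is not independent evidence for Npas4, Arc, Fos and Fosb, named by the study from the same samples.

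Genes of long-term potentiation, the lasting strengthening of synapses, were also lower, with 1 of 38 falling and a median of -0.07 (camera adjusted p = 1.78e-09, adjusted p = 0.0746 with an estimated correlation). The list means of all 5 Dp1Rhr arrays lay below all controls (exact permutation p = 0.00794, fry adjusted p = 0.00319). Adcy1, a calcium-stimulated adenylyl cyclase, fell by 0.16 on the log2 scale, and the coactivators Crebbp and Ep300 had -0.16 each and the NMDA receptor subunit Grin2b -0.14 without passing. The call of Adcy1 was lost in 9 of the 10 fits with 1 array left out (adjusted p up to 0.148), and 6 members fell adjusted over the list alone. Of 16 circadian clock genes none passed, and the list was lower, with a median of -0.07 (camera adjusted p = 0.0148, adjusted p = 0.199 with an estimated correlation). Cry2 had -0.13, Arntl -0.21, Per1 -0.23 and Dbp 0.17, and without Dp1Rhr replicate 3 the list lost its call (adjusted p = 0.05003).

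Glutathione enzymes, which conjugate and reduce reactive compounds, were higher, with 1 of 29 rising and a median of 0.12 (camera adjusted p = 1.14e-10, adjusted p = 0.0746 with an estimated correlation). The glutathione list means of all 5 Dp1Rhr arrays lay above all controls (exact permutation p = 0.00794, fry adjusted p = 0.00319). Gstt1, a glutathione transferase, rose with a log2 fold change of 0.23, and Mgst1 (0.56 ± 0.12 SE, adjusted p = 0.0652), Gstm7 (0.18) and Gstt3 (0.18) did not pass. The call of Gstt1 was lost in 7 of the 10 fits with 1 array left out (adjusted p up to 0.132), and 16 of the 29 rose adjusted over the list alone. Interferon response genes had 0 of 23 past the threshold over all genes and 8 higher adjusted over the list alone, with a median of 0.16 (camera adjusted p = 1.89e-08, adjusted p = 0.124 with an estimated correlation). Here too the list means of all 5 Dp1Rhr arrays lay above all controls (exact permutation p = 0.00794, fry adjusted p = 0.0165). Irgm1 had 0.38, Gbp3 0.21, B2m 0.18 and Rsad2 0.24.

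Oxidative phosphorylation subunits were higher by a median of 0.05, with 1 of 75 rising (camera adjusted p = 6.72e-06, adjusted p = 0.254 with an estimated correlation). The member that rose was Sdhc of complex II (0.17), whose call was lost in each of the 10 fits with 1 array left out (adjusted p from 0.0501 to 0.142), and Ndufc2 (0.11), Ndufa1 (0.17) and Ndufa12 (0.10) of complex I did not pass. Mitochondrial ribosomal proteins had 0 of 76 past the threshold and a median of 0.04 (camera adjusted p = 9.14e-05, adjusted p = 0.358 with an estimated correlation). Mrpl39 had 0.16, Mrps36 0.20, Mrpl36 0.16 and Mrpl41 0.13, and without Dp1Rhr replicate 3 the median of the mitochondrial ribosomal list was 0.07. In these lists 1 and 0 genes rose adjusted over the list alone.

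The remaining pathway lists did not pass camera. Cytosolic ribosomal proteins had a median of 0.02 over 60 genes (adjusted p = 0.372), SNARE and fusion genes 0.02 over 25 (adjusted p = 0.468), nicotinic receptor subunits 0.03 over 13 (adjusted p = 0.301) and glucocorticoid response genes -0.07 over 13 (adjusted p = 0.775). None of their members passed over all genes. Over the list alone, 1 nicotinic subunit was higher, 2 glucocorticoid response genes were higher and 1 was lower, and 0 of the other 2 lists.

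The fifth comparison took markers of cell types and of regions next to the hippocampus. Choroid plexus markers, from the epithelium that makes cerebrospinal fluid, had the highest median, 0.62 (1.53-fold) over 28 genes, with 0 past the threshold for single genes or over the list alone (camera adjusted p = 1.80e-11, adjusted p = 0.337 with an estimated correlation). Ttr, the thyroid hormone carrier of this tissue, was at 11.9 ± 2.02 (SD, n = 5) in control and 13.4 ± 0.19 (SD, n = 5) in Dp1Rhr and did not pass (adjusted p = 0.361). Control replicates 2 and 3 read 9.53 and 9.83 for Ttr, and the other 8 arrays between 13.2 and 13.6. Folr1 (0.87), Kl (0.58), Calml4 (0.87), Lbp (1.04), Car12 (0.44) and Wfikkn2 (0.37) did not pass. Without both of these controls the median of the list was 0.20.

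Ependyma and cilia genes, of the ventricle wall, were higher by a median of 0.18, with 1 of 16 rising and all 16 fold changes above 0 (camera adjusted p = 1.80e-11, adjusted p = 0.185 with an estimated correlation). Cfap65 rose by 0.38 ± 0.07 SE (adjusted p = 0.0448), Meig1 had 0.32 ± 0.07 SE (adjusted p = 0.0525), Rsph4a 0.54, and Foxj1, the regulator of motile cilia, 0.16. The call of Cfap65 was lost in 8 of the 10 fits with 1 array left out (adjusted p up to 0.119), and 12 members rose adjusted over the list alone. Control replicates 2 and 3, the lowest for choroid plexus, were the lowest arrays for 3 of the 16.

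Habenula markers, of a nucleus beside the hippocampus, had a median of 0.26 with 0 of 15 past the threshold (camera adjusted p = 0.000324, adjusted p = 0.422 with an estimated correlation). The neuropeptide Tac2 had a log2 fold change of 1.10 ± 0.46 SE, Tac1 0.43 ± 0.15 SE, Gpr151 0.60 ± 0.22 SE, Gng8 0.31 ± 0.12 SE and the nicotinic subunit Chrnb4 0.52 ± 0.24 SE. The list means of Dp1Rhr replicates 2, 3 and 4, at 7.49, 7.18 and 7.64, and of control replicate 3, at 7.11, lay above the 6.74 to 6.86 of the other arrays, and without Dp1Rhr replicate 4 the median was 0.12. Thalamus markers were lower, with a median of -0.15 and 0 of 14 past the threshold (camera adjusted p = 0.00634, adjusted p = 0.422 with an estimated correlation). Tcf7l2 had -0.86, Shox2 -0.21, Slc17a6 -0.24 and Amotl1 -0.19, and without control replicate 1 the call of the thalamus list was lost (median -0.04, adjusted p = 0.168). Over the list alone, 1 thalamus gene fell and 0 habenula genes passed.

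Among the other cell types, oligodendrocyte and myelin genes had a median of 0.14 over 15 genes (camera adjusted p = 1.22e-05, adjusted p = 0.219 with an estimated correlation), with Mog at 0.22, Mobp at 0.21, Gjb1 at 0.16 and Mal at 0.23. Endothelial genes had 0.14 over 12 (camera adjusted p = 8.31e-05, adjusted p = 0.199 with an estimated correlation), with Tek at 0.25, Emcn at 0.21, Abcb1a at 0.17 and Tie1 at 0.12. Microglial genes had 0.08 over 15 (camera adjusted p = 0.00277, adjusted p = 0.227 with an estimated correlation), with C1qa at 0.15, C1qc at 0.20, Fcrls at 0.19 and C1qb at 0.15. Meningeal and fibroblast genes had 0.13 over 17 (camera adjusted p = 0.00376, adjusted p = 0.422 with an estimated correlation), with Islr at 0.39, Mgp at 0.50, Igfbp2 at 0.64 and Slc13a4 at 0.64. Without control replicate 5 the meningeal call was lost (median 0.04, adjusted p = 0.0636), and its median was 0.25 without control replicate 1 and 0.21 without control replicate 4. No member of these 4 lists passed over all genes, and adjusted over the list alone 7, 5, 0 and 2 rose. With the choroid plexus score of each array in the model, the lists of endothelium (adjusted p = 0.0617), microglia (adjusted p = 0.110) and meninges (adjusted p = 0.844) no longer passed.

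Markers of the hippocampal fields did not pass: the median was -0.04 for CA1 over 7 genes (adjusted p = 0.0789), 0.02 for CA2 and CA3 over 10 (adjusted p = 0.551) and 0.05 for the dentate gyrus over 11 (adjusted p = 0.283), where Tdo2 rose by 0.25. Interneuron markers had 0.04 over 15 (adjusted p = 0.0789), striatal 0.05 over 9 (adjusted p = 0.0998) and neocortical -0.08 over 8 (adjusted p = 0.124). Astrocyte markers had a median of 0.03 over 12 genes but a mean of -0.02 and a lower direction in camera (adjusted p = 0.488), and Fgfr3 was the member that fell. Over the list alone, 1 astrocyte marker rose and 4 fell, 1 CA1 marker fell, 1 dentate gyrus marker rose and 0 passed in the other 4 lists. With 1 array left out some of these lists passed: CA1 without control replicate 1 (adjusted p = 0.0302) or Dp1Rhr replicate 1 (adjusted p = 0.0358), interneurons without control replicate 2 (adjusted p = 0.0316) or 3 (adjusted p = 0.0298), neocortex without control replicate 4 (adjusted p = 0.0375), dentate gyrus without control replicate 5 (adjusted p = 0.0447) and striatum without Dp1Rhr replicate 2 (adjusted p = 0.0413). Of the blood markers 1 was measured, Alas2, and that list was not tested.

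**Figure D3:**
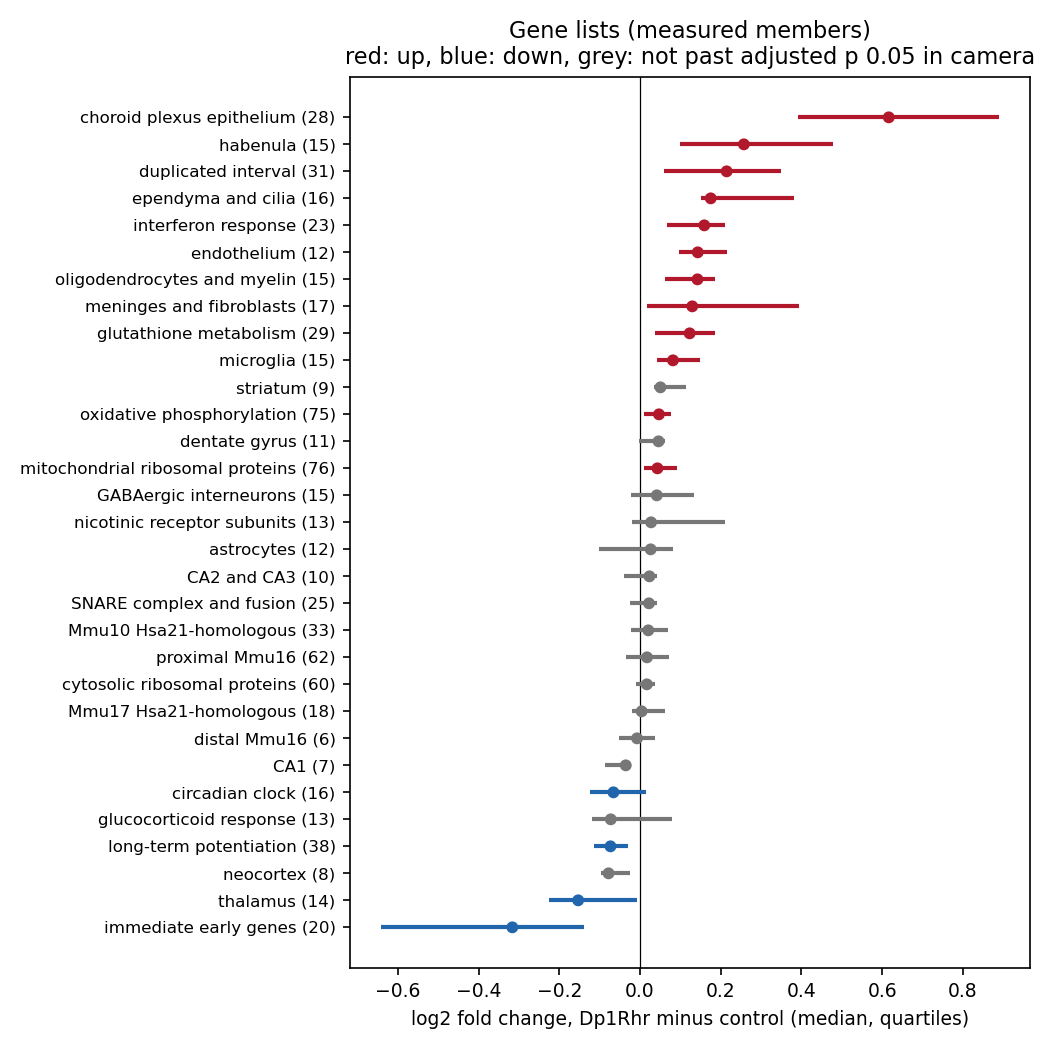
Median log2 fold change (Dp1Rhr minus control) of each gene list, with bars from the lower to the upper quartile of its members and the number of measured members in brackets. Of 31 lists, 12 were higher (red) and 4 lower (blue) in camera at a preset correlation of 0.01, and 1 of the 16, the duplicated interval, also passed with an estimated correlation.

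**Figure D4:**
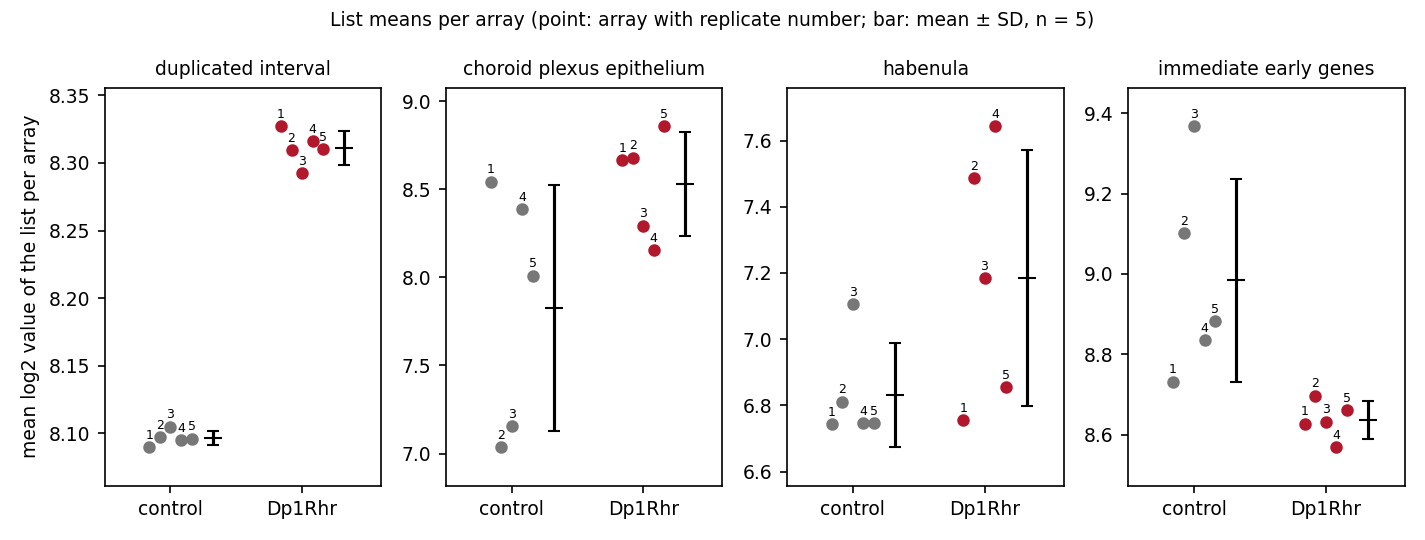
Mean log2 value per array of 4 gene lists, with the replicate number beside each point and the mean ± SD (n = 5) of each group as a bar. The interval means do not overlap (8.09 to 8.10 against 8.29 to 8.33), while control replicates 2 and 3 are lowest for choroid plexus and highest for immediate early genes.

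The last comparison took a list of 24 genes, all of which the study's text names for its models except Nnt. Dyrk1a and Ifnar2 rose, Cbs fell and 21 did not pass over all genes. Npas4, an activity-regulated transcription factor of neurons, had a log2 fold change of -0.85 ± 0.25 SE (adjusted p = 0.120), Arc, a regulator of synaptic receptor trafficking, -0.77 ± 0.21 SE (adjusted p = 0.102), Fos -0.68 ± 0.21 SE (adjusted p = 0.138) and Fosb -0.42 ± 0.17 SE (adjusted p = 0.253). Fos was at 6.68 to 8.0 in control, highest in replicates 2 and 3, and at 6.46 to 6.64 in Dp1Rhr, so all 5 Dp1Rhr arrays lay below all 5 controls. Chrna3, a nicotinic subunit abundant in the habenula, had 1.17 ± 0.49 SE (adjusted p = 0.286) and was above all controls in Dp1Rhr replicates 2, 3 and 4, the arrays with the highest habenula means.

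Chrna1, another nicotinic subunit, had 0.21 ± 0.05 SE (adjusted p = 0.0788), Glp1r, the receptor of glucagon-like peptide, 0.83 ± 0.31 SE (adjusted p = 0.224), and the neuropeptide Npy 0.30 ± 0.12 SE (adjusted p = 0.263). The kinase Gsk3b stood at -0.07, the GTPase Rhoa at 0.06, Snap25 at -0.02, Snap23 at 0.15, Sod1 at 0.02, Ltn1 at -0.03, Ifit1 at 0.22, Ifit2 at 0.07, Ndufa13 at 0.00, Synj2 and Tiam2 at -0.13 each and Nnt at 0.08. Adjusted over the list alone, 5 were higher and 5 lower, and Nnt was not among them. These counts are not independent evidence, because the study chose the genes it names partly on the same samples. The study's qRT-PCR of some of these genes, given below, was not part of this comparison.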

Values the study reported

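For Dp1Rhr the study reported 1306 differentially expressed genes by FCROS. Of 40 trisomic expressed genes in this model, 18 were differential, or 45%, and 55% were called compensated. It described the overexpression of most genes in extra copies as a ratio around 1.5. By gene set analysis it listed 225 dysregulated terms for Dp1Rhr, with 132 upregulated and 93 downregulated. For Dp1Rhr it described Npas4 and Cbs as lower and Npy, Chrna3 and Glp1r as higher. By qRT-PCR it reported altered Chrna1 in models that include Dp1Rhr, and lower Cbs in all models except Tg(Dyrk1a) and Dp3Yah. It also reported lower Npas4, Arc, Fosb and Fos by qRT-PCR in its mouse models, and its text does not list which models.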

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

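The tests chosen only after the result was seen were those of the amount of choroid plexus, the genotype on choroid plexus and habenula genes, the controls with raised activity genes, the hour of dissection and the thalamus. A habenula score in the model was also a setting added after the data were seen. For the amount of choroid plexus and the thalamus, the first test was a correlation over arrays, and both tests were replaced after their first values were seen because the arrays fall into clusters; the reading stayed the same in both. For the ependyma and immediate early tests, an explanation was excluded when the median and camera met the bound and either the list mean passed the bound by more than its SE or its exact permutation p was under 0.05. This second condition was set and revised after the values were seen. Without it 1 explanation that its test left open, choroid plexus for the immediate early genes, would have been excluded by that test. In a stricter first form, which set the SE against the median, the 2 excluded below were open.

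Within each group of 5 arrays, 62 list means and 294 gene values were examined for an array far from the others, where chance gives about 5% (1 in 20). Of these, 5 list means and 20 gene values had such an array. In control replicate 3 the habenula list mean was high at 7.11, as were Chrna3 at 7.26, Chrnb4 at 7.58, Tac2 at 9.20, Dusp6 at 10.3, Per1 at 9.91 and Nnt at 9.27, and Chaf1b was low at 5.78. In control replicate 2 cytosolic ribosomal proteins were low at 10.4, with Gstm7 at 10.2 and Ndufc2 at 12.6. In control replicate 1 Rida was low at 8.32 and Slc38a3 high at 10.8, and in control replicate 4 the striatum list was high at 7.56. In Dp1Rhr replicate 3 the mitochondrial ribosomal list was low at 8.90, the endothelium list at 8.61 and Ndufa1 at 8.0. In Dp1Rhr replicate 2 B3galt5 was high at 10.03 and Cfap61 at 6.87. In Dp1Rhr replicate 5 Rida was low at 8.71, Ucma at 9.15, Mobp at 11.9 and Dbp at 9.58, and Slc15a2 was high at 8.26 and Grin2c at 8.10.

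Choroid plexus markers were higher in Dp1Rhr by a median of 0.62, and ependyma and cilia genes by 0.18, in camera at the preset correlation but not with an estimated one (adjusted p = 0.337 and 0.185). For 25 of the 28 choroid plexus members, control replicates 2 and 3 were the lowest of the 10 arrays, which is consistent with a varying amount of choroid plexus in the dissected tissue. An action of the genotype on these genes stays open, since the exact permutation p of the list mean was 0.0714. The ependyma median was 0.1752 before and 0.1824 with the choroid plexus score in the model (list mean SE 0.09, camera adjusted p = 7.33e-07). In the same fit the number of genes past the threshold went from 160 to 7. That of interval genes went from 14 to 3, while their median was 0.2147 before and 0.198 with the score. Fewer calls therefore need not mean smaller fold changes. The bound of 0.1 set in advance was for the median. The list mean with the score differed by 0.21, more than 1 SE above that bound, a condition set after the values were seen. With the SE set against the median, as in the stricter first form, the explanation stayed open. Control replicates 2 and 3 were the lowest arrays for 3 of the 16 members. These values argue against choroid plexus as the whole cause of the ependyma difference, although the exact permutation p of the list mean went from 0.0159 to 0.0635 with the score.

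Immediate early genes were lower in Dp1Rhr in camera at the preset correlation, with a median of -0.32, but not with an estimated one (adjusted p = 0.199). With the choroid plexus score in the model the median was -0.16 (list mean SE 0.11, camera adjusted p = 4.69e-05, exact permutation p = 0.151). This test alone did not exclude the share of choroid plexus in the tissue as the whole cause. A larger share in Dp1Rhr would lower other neuronal genes alike. Their medians were 0.02 for SNARE and fusion genes and 0.04 for interneuron markers. They were -0.04 for CA1, -0.07 for long-term potentiation and -0.08 for neocortex, all smaller in size than -0.32. These values argue against the share of choroid plexus as the whole cause, and it could account for part. Without control replicates 2 and 3 the immediate early median was -0.17 (list mean SE 0.04, camera adjusted p = 9.59e-09), and the exact permutation p of 0.0179 was the smallest that 56 assignments can give. The list mean still differed by -0.18, which argues against raised activity genes in these 2 controls alone, and they may account for part of it. The hour of dissection stays open: Dbp was at 2.04 times its SE, Per1 at -2.43 and Per2 at -1.81, and the smallest size, 1.81, missed the bound of 2 for opposite movement. A lower activity response in Dp1Rhr was not tested apart from these.

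Habenula markers passed camera at the preset correlation (median 0.26, adjusted p = 0.000324) but not with an estimated one (adjusted p = 0.422), and 0 of 15 passed as single genes, Chrna3 included (adjusted p = 0.286). With a score of the 12 other habenula markers in the model, the log2 fold change of Chrna3 went from 1.17 ± 0.49 SE to 0.30 ± 0.17 SE. The second value, 0.3024, was just past the bound of 0.3, with a score added after the data were seen. The drop may reflect medial habenula tissue in some dissections without deciding it. For 11 of the 15 markers, control replicate 3 and Dp1Rhr replicates 2, 3 and 4 were the highest arrays. Thalamus taken along in the same dissections would raise its markers, and their list mean differed by -0.17 ± 0.09 SE (exact permutation p = 0.111), which leaves this open. An action of the genotype on habenula genes was not decided by the exact permutation p of 0.0635. The habenula list means of Dp1Rhr replicates 1 and 5 were 6.76 and 6.86. Control replicates 1, 2, 4 and 5 were at 6.74 to 6.81, and control replicate 3 at 7.11. These values argue against an action alike in every Dp1Rhr mouse, and an action in some of them stays open.

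Of 100 splits of the arrays, 2 gave as many genes as the real one, so chance can be excluded at this share. However, 1 other split, at 196 genes, was above the real 160. That split had 4 of the 5 controls on one side, while the others drawn with 4 controls on one side gave at most 4 genes. Why it gave so many was not tested. Chance can be excluded for the interval, where 1 split, the real one, gave 14 genes and the highest other 2. It cannot be excluded for the 16 gene lists, since 5 splits gave as many, and the other splits gave a median of 9 and at most 19. For the 1075 FCROS genes, 10 splits gave as many, and the others gave a median of 1007 and at most 1140. FCROS calls a near-fixed share of genes in any split, so this count cannot decide on chance.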

How the results depend on the processing

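The settings added after the data were seen were the habenula score, leaving out control replicates 2 and 3 together, and FCROS over probe sets. Values of named genes were compared under 18 of the alternatives, not under every setting that gives single-gene calls. Of these 2626 values, 2097 kept their side of the threshold and direction, 473 lost a call and 22 gained one. A further 34 turned sign while uncalled and 0 reversed a call. Of 49 called genes named by the fixed rule, 1 (Get1) passed in all 18. Of 589 list medians under 19 alternatives, 535 were the same, 23 lost a call, 11 gained one, 19 turned sign while uncalled and 1 reversed: choroid plexus at -0.0074 with its own score in the model, by construction. Without single arrays the number of genes ranged from 5 (without Dp1Rhr replicate 1) to 284 (without Dp1Rhr replicate 5), that of interval genes from 4 (without Dp1Rhr replicate 1) to 13, the interval median from 0.1866 to 0.2234, the lists from 15 to 17 and the proximal median from 0.0111 to 0.0239. The exact p of the proximal genes was lowest, at 0.0238, without control replicate 4 (median 0.0220) or Dp1Rhr replicate 3 (median 0.0237). With a second quantile normalization the proximal median was 0.0191 (exact p = 0.0476). With the choroid plexus score it was 0.0046 (exact p = 0.468), and without control replicates 2 and 3 together 0.0071 (exact p = 0.25). With the choroid plexus score 7 genes passed, 3 of them in the interval. With the habenula score 6 genes passed, 3 of them in the interval. Without control replicates 2 and 3 together 5 genes passed, 5 of them in the interval. Median centring gave 124 genes (107 higher, 17 lower), array weights 280, every probe set on its own 11 and FCROS 1075 (678 higher, 397 lower), of which 156 were shared with limma. FCROS called 1274 of 23410 annotated probe sets (777 higher, 497 lower) and 2006 of all 35556 (1120 higher, 886 lower). An estimated correlation left 1 list, the interval. With fry 5 passed: the interval, long-term potentiation, interferon response, glutathione metabolism, and ependyma and cilia. The replicate numbers share only a number: same-numbered arrays correlated between -0.34 and 0.12 in their deviations, 0 of 5 controls deviated most like their own number, and with the replicate block 4 genes and 2 interval genes passed, while the interval median stayed 0.2147 with an exact permutation p of 0.0625, the smallest that 32 swaps allow. Leaving out arrays reduces the samples; for the other settings the cause was not tested. How far dim signal limits detection was not tested: by mean signal in the control arrays, 19 of the 7975 genes below the 40th percentile passed and 141 of the 11963 above it, and 1 of 12 interval genes below it and 13 of 19 above it.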

Other observations

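These 3 groups were written after the gene table was seen, so their counts and tests are not independent of it, and the test of gene length over splits of the arrays was set before its result. Lysosomal enzymes, which break down macromolecules, had 6 of 47 members rising in Dp1Rhr, 12 adjusted over the list alone, and a median of 0.08. The protease Ctsd rose by 0.26 ± 0.04 SE (adjusted p = 0.0281), Ctsz by 0.27 ± 0.05 SE, Tpp1, mutated in a childhood storage disease, by 0.21 ± 0.04 SE, and Aga by 0.24 ± 0.05 SE. Fatty acid oxidation genes had a median of 0.12 with 3 of 39 rising, and 23 higher and 1 lower adjusted over the list alone: Crot, a peroxisomal acyltransferase, by 0.40 ± 0.05 SE, Hadh by 0.35 ± 0.05 SE and Phyh by 0.17 ± 0.03 SE. Amino acid breakdown genes had a median of 0.09 with 8 of 37 rising and 1, Cbs, falling, and 17 higher and 2 lower adjusted over the list alone. Gldc of the glycine cleavage system rose by 0.33 ± 0.05 SE, Aldh9a1 by 0.33 ± 0.05 SE, Hibch of valine breakdown by 0.23 ± 0.04 SE and Mmut by 0.25 ± 0.05 SE. With the choroid plexus score in the model the medians of the lists were 0.05, 0.09 and 0.09. None of the 3 passed camera with an estimated correlation when adjusted over all 34 lists, planned and added, with adjusted p = 0.117 for lysosomal, 0.0906 for fatty acid and 0.0614 for amino acid genes.

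Long genes were slightly lower than short ones across genes, which are not independent replicates. Over 18552 protein-coding genes the rank correlation of log2 fold change with gene length was -0.14, and the median log2 fold change was -0.02 over the 4638 longest genes and 0.00 over the 4638 shortest. In 11 of 100 splits of the arrays the size of this correlation was as large and the highest other was 0.220, so chance cannot be excluded.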
